A study of Drosophila melanogaster with 12 samples. Its data were reported in "Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in Drosophila melanogaster" (2018).

How the data were processed

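The samples were chromatin immunoprecipitations (ChIP) from Kc167 cells, a female Drosophila melanogaster line of embryonic origin, made with the antibody 8WG16, which recognises the unphosphorylated tail repeats of the largest subunit of RNA polymerase II (Pol II). Cells had been transfected without RNA (mock), with a small interfering RNA against AGO2 (siAGO2) or with a long double-stranded RNA against LaminB (dsLaminB). Each treatment had 2 immunoprecipitated libraries, and groups and replicate numbers were taken from the sample titles. Peak lists of the 6 immunoprecipitated libraries were analysed. The 6 input samples were not analysed here, other than through the authors' peak calling.

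According to the methods of the study, the authors trimmed single-end reads with cutadapt, aligned them to the dm6 assembly with bowtie2, removed reads of low mapping quality and duplicates, and called peaks with MACS2 in its broad mode against the paired input. Each replicate was called separately, so a list holds what passed the threshold in 1 library. The deposited lists give a position for each peak, a score, a fold enrichment over the local background and −log10 p and −log10 q. The score in the authors' lists was the whole part of 10 times the −log10 q in all but 2 peaks of the 6 lists, and was not used further. The fold enrichment is the authors' own ratio and was used only to describe or rank peaks within a list, and to derive the background described at the end of this section. The deposited −log10 q was at least 1 in each list, which is the cutoff of the broad mode, and was used to rank or filter peaks within a list. The numbers of reads are unknown from these lists, so no value was scaled to depth. A longer list can come from deeper sequencing, from a more efficient immunoprecipitation or from more occupied sites, and presence or absence of a peak inherits that ambiguity. The differential test of the study works on reads and was not run here.

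Coordinates are those of dm6 and are given counting from 1. Genes, transcription start sites (TSSs) and exons came from the Ensembl annotation of the same assembly, with transposable elements left out, and 0 peaks lay beyond the end of a chromosome. The chromosomes 2L, 2R, 3L, 3R, 4, X and Y held 18277 genes, of which 13968 were protein coding. A gene had a peak when a peak overlapped its body by at least 1 bp. A peak was assigned to a promoter when it overlapped the 1500 bp on either side of a TSS, otherwise to an exon, an intron or intergenic sequence, in that order. These windows made up 30.8% of the chromosomes. As a background for the promoter share, the peaks of each library were shifted along their chromosomes 100 times. Profiles around TSSs used 19276 protein-coding TSSs in steps of 50 bp.

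Group means are given with the standard deviation (SD) over 2 libraries, and differences from mock with the pooled SD of both groups. Differences were tested with a two-sided exact permutation test of the library labels. With 2 libraries against 2, the smallest p this test can give is 0.333, so it could call no difference. Overlap between libraries was measured as the Jaccard index, the bases covered in both lists divided by the bases covered in either. Whether replicates overlapped more than other libraries was tested, one-sided, over the 15 ways to part 6 libraries into 3 pairs. A gene was counted as gained when both libraries of a knockdown and neither mock library had a peak on it, and as lost in the opposite case. These counts were set beside the other 2 splits of the same 4 libraries and beside 1000 randomised tables that kept the number of genes of each library and the number of libraries of each gene. The same randomised tables gave the values for genes lost or gained in both knockdowns, since both comparisons share the mock libraries. Lists of equal length were randomised in the same way, which was decided after their counts had been seen. Neighbouring genes can share a peak, and long genes collect more peaks, neither of which the randomisation kept, so its ranges are too narrow. Intervals are Wilson intervals at 95% confidence for the number of peaks and cover counting error only.

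Genes were named by a rule fixed before the data were examined: the loci shown or discussed in the study together with both knockdown targets (Socs36E, Traf4, cv-2, betaTub60D, vri, Abd-B, AGO2 and Lam), and, in each list of gained or lost genes, the 3 protein-coding genes of at least 1000 bp with the largest mean share of the gene body under peaks. Other genes that are named were chosen after their values were seen. The alternatives, also fixed at that stage, were peaks with a −log10 q of at least 5, the same number of top-ranked peaks from each list (2531, the length of the shortest), joining of peaks within 1000 bp, main chromosome arms only, promoters within 500 bp, assignment by peak midpoint, peaks over at least 50% of the gene body, a peak within 500 bp of the TSS, protein-coding genes only, bins of 1000 bp covered over at least 50% in place of genes, other measures of overlap, each replicate left out, and replicate numbers as a block. Lists of the 6 libraries differed from each other throughout, and no library was counted as a repeat of another.

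MACS2 computes fold and p from a pileup and a background. A background was solved for each peak by treating its deposited fold and p as those of a single position. Broad peaks span many positions, over which pileup and background vary, so the solved value is only approximate. Its error may depend on peak width, which differed between libraries. The 1st percentile and the median of the solved background in each library were taken as stand-ins for depth on the scale of peak calling. The shortest peak was 147 bp in all 6 lists, so the same fragment length appears to underlie these backgrounds. The programs were tested on simulated data before use. In tables simulated for all 18277 genes at the real list sizes, gains were planted as calls in both knockdown libraries and neither mock library. Of these, 200 of 200 were recovered in the siAGO2 comparison and 200 of 200 in the dsLaminB comparison. Recovery was fixed by this planting, so it checks the counting and not the detection of real gains. The solved background had a median of 1.04 times the true one in simulated peaks. Each simulated peak had a single pileup and a single background, so this checks the solving step and not its use on broad peaks. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.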

Results

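Occupancy of hypophosphorylated Pol II was profiled in Kc167 cells after mock transfection, AGO2 knockdown (siAGO2) and LaminB knockdown (dsLaminB). AGO2 is an Argonaute protein of the RNA interference pathway that also binds chromatin, and LaminB is a structural protein of the nuclear lamina. There were 2 libraries per treatment, and the peak list of each was called separately against its input. The comparisons of each knockdown with mock address whether depletion changes where Pol II is found. The comparison between the knockdowns bears on whether such changes are specific to AGO2. Mock cells received no RNA, and the knockdowns used different kinds of RNA. Effects of the transfected RNA itself therefore cannot be told apart from those of depletion.

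The targeted genes were examined first. AGO2 (FBgn0087035, 3L, 15554113 to 15561042, plus strand) had a peak in all 6 libraries. In mock, peaks covered 58.4% of its body in replicate 1 and 4.86% in replicate 2. In siAGO2 they covered 4.08% and 8.46%, and in dsLaminB 9.16% and 22.8%. The spread between the mock libraries exceeded the differences between group means. Lam (FBgn0002525, 2L, 5542480 to 5546642, plus strand), which encodes LaminB, was covered over 14.6% and 21.4% of its body in mock, and 11.1% and 12.9% in siAGO2. In dsLaminB, replicate 1 had no peak at Lam and 4.23% of the body was covered in replicate 2. The Lam peaks ranked 3546 of 5965 and 3931 of 5601 by significance in mock, and 3795 of 4089 and 4406 of 5381 in siAGO2. In these libraries they also reached into the neighbouring gene Hel25E. The missing peak can thus be one that fell under the threshold in a short list. Peaks of Pol II at the targets do not measure their RNA or protein.

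The mock libraries gave 5965 and 5601 peaks (5783 ± 257, SD, n = 2). The siAGO2 libraries gave 4089 and 5381 (4735 ± 914), and the dsLaminB libraries 2531 and 4124 (3327.5 ± 1126). Thus the lists of all 4 knockdown libraries were shorter than both mock lists. The mean difference from mock was −1048 peaks in siAGO2 (pooled SD 671, exact permutation p = 0.333) and −2455.5 in dsLaminB (pooled SD 817, exact permutation p = 0.333). With 2 libraries against 2, 0.333 is the smallest p that this test can give. Both differences were larger than the pooled SD. The siAGO2 difference rested mainly on replicate 1. It was −402 peaks without replicate 1 and −1694 without replicate 2. The dsLaminB difference was −1659 without its replicate 1 and −3252 without its replicate 2.

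Peaks covered 4.17 and 3.60 Mb of the 137.5 Mb of chromosomes in mock (3.88 ± 0.409 Mb), 1.86 and 3.38 Mb in siAGO2 (2.62 ± 1.08 Mb) and 0.918 and 1.81 Mb in dsLaminB (1.37 ± 0.634 Mb). The difference from mock was −1.26 Mb in siAGO2 (pooled SD 0.817, exact permutation p = 0.333) and −2.52 Mb in dsLaminB (pooled SD 0.534, exact permutation p = 0.333). Peaks were also narrower. The median width was 540 and 481 bp in mock, 361 and 464 bp in siAGO2, and 300 and 351 bp in dsLaminB. When the same number of top-ranked peaks was taken from each list, the difference in covered length was −0.502 Mb in siAGO2 and −1.04 Mb in dsLaminB. The siAGO2 difference over whole lists was −0.50 Mb without replicate 1 and −2.03 Mb without replicate 2.

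**Figure D1:**
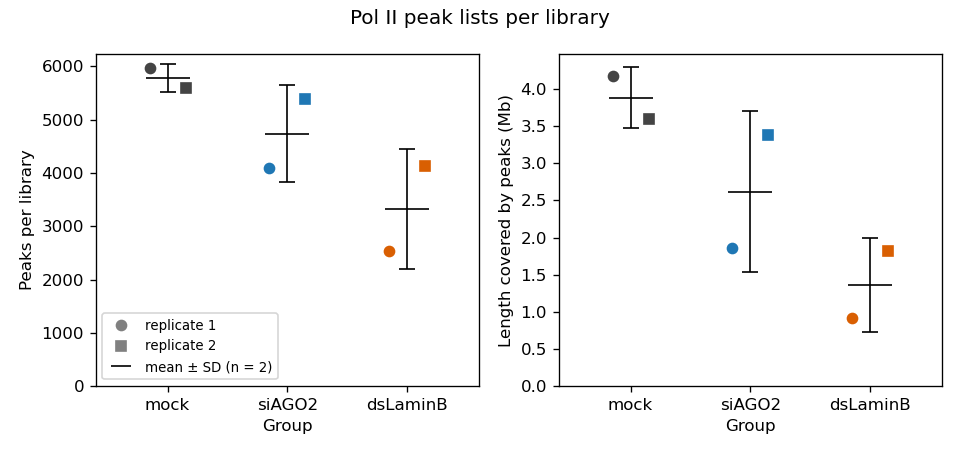
Peaks per library (left) and length covered by peaks in Mb (right) for mock, siAGO2 and dsLaminB, with replicate 1 as circles, replicate 2 as squares, and horizontal marks and error bars for the mean ± SD of 2 libraries. The mock lists hold 5965 and 5601 peaks, more than any of the 4 knockdown lists.

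Of 18277 genes, 7296 and 6852 had a peak in mock, 4919 and 6408 in siAGO2, and 2850 and 4702 in dsLaminB. The mean difference was −1410.5 genes in siAGO2 (pooled SD 777, exact permutation p = 0.333) and −3298 in dsLaminB (pooled SD 952, exact permutation p = 0.333). With lists of equal length, these differences shrank to −192.5 and −465 genes. The siAGO2 difference was −666 genes without siAGO2 replicate 1 and −2155 without siAGO2 replicate 2. The share of protein-coding genes with a peak was 48.6% and 45.9% in mock, 33.2% and 42.9% in siAGO2, and 19.0% and 31.5% in dsLaminB.

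Peaks lay mainly at promoters in each library. The promoter share was 93.5% and 95.3% in mock, 97.2% and 94.6% in siAGO2, and 95.4% and 94.0% in dsLaminB. Peaks shifted along the chromosomes overlapped promoters in 33.9% (dsLaminB replicate 1) to 36.0% (mock replicate 1) of cases on average. The share differed from mock by 1.49 percentage points in siAGO2 (pooled SD 1.57, exact permutation p = 0.667) and by 0.264 in dsLaminB (pooled SD 1.14, exact permutation p = 0.667), both smaller than the spread between replicates. Sign and size depended on the peaks used. With peaks of −log10 q of at least 5, the differences were 1.1 points in siAGO2 (pooled SD 0.455) and 1.30 in dsLaminB (pooled SD 0.374). With lists of equal length, they were −0.119 (pooled SD 0.0395) and −1.80 points (pooled SD 1.44). All 4 were larger than the pooled SD, with an exact permutation p = 0.333. In dsLaminB the sign also changed without mock replicate 1 (−0.615 points) and without dsLaminB replicate 1 (−0.463 points).

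Around protein-coding TSSs, the share of TSSs under a peak was highest 50 or 100 bp downstream in all 6 libraries. The maximum was 41.5% and 38.6% in mock, 26.5% and 35.1% in siAGO2, and 13.9% and 24.5% in dsLaminB. At 1000 bp downstream, the share was 4.59% and 3.97% in mock, 1.23% and 3.95% in siAGO2, and 0.529% and 1.27% in dsLaminB.

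**Figure D2:**
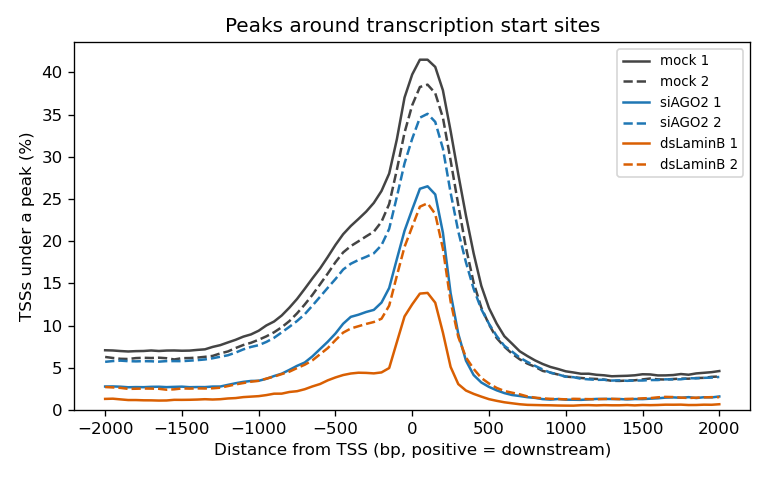
Share of protein-coding TSSs under a peak (%, vertical axis) against distance from the TSS (bp, positive downstream), with 1 line per library, solid for replicate 1 and dashed for replicate 2. The position of the maximum is 50 or 100 bp downstream in each library, and its height ranges from 13.9% (dsLaminB replicate 1) to 41.5% (mock replicate 1).

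The overlap of the lists was then compared within and between treatments. The Jaccard index of the replicates was 0.725 in mock, 0.507 in siAGO2 and 0.436 in dsLaminB. Some libraries of different treatments overlapped more than these knockdown replicates did. The index was 0.679 between replicate 2 of mock and of siAGO2, and 0.644 between siAGO2 replicate 1 and dsLaminB replicate 2. The mean index was 0.556 within treatments and 0.443 between them. The difference of 0.113 was the largest among the 15 possible pairings (one-sided exact permutation p = 0.0667, the smallest p possible). It was smaller than the SD of the 3 indices within treatments (0.151), but slightly larger with peaks of −log10 q of at least 5 (0.146, SD 0.143) and with lists of equal length (0.0873, SD 0.0871). Shifted lists gave an index of at most 0.0227. The shorter lists were largely contained in the longer ones, and 93.2% of the peaks of dsLaminB replicate 1 overlapped a peak in each of the other 5 libraries. Mock replicate 1 had 445 peaks without a counterpart in any other library, and siAGO2 replicate 1 had 3.

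**Figure D3:**
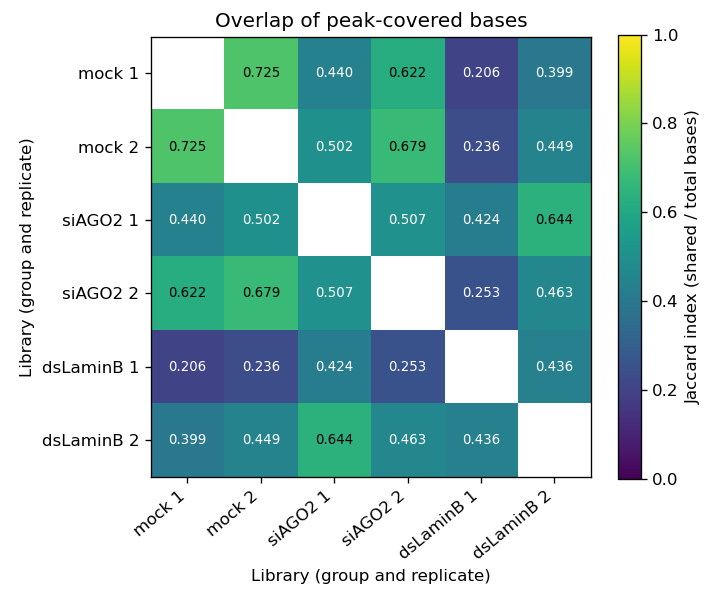
Jaccard index (bases covered in both lists divided by bases covered in either, colour and numbers) for each pair of the 6 libraries, named by group and replicate on both axes. The mock pair has the highest index, 0.725, and mock replicate 1 with dsLaminB replicate 1 the lowest, 0.206.

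To ask which genes changed, genes were counted as gained or lost by agreement of both replicates. Between siAGO2 and mock, 4 genes were gained and 505 were lost, the latter being 7.49% of the 6743 genes with a peak in both mock libraries. The other 2 splits of these 4 libraries gave sums of 39 and 121 genes, against 509 for the real one. Randomised tables gave a median of 2 gained genes (range 0 to 8) and 464 lost genes (range 421 to 493). Although these ranges are too narrow, the number of gained genes was within the range and the number of lost genes was slightly above it. These counts depended on single libraries. Without siAGO2 replicate 1, 101 genes counted as gained, and without mock replicate 1, 16 did. Without siAGO2 replicate 2, 1846 genes counted as lost, and without mock replicate 2, 923 did. With lists of equal length, 71 genes were gained and 142 lost, a sum of 213 against 157 and 99 in the other splits. Tables of these lists randomised after the counts had been seen gave medians of 55 gained (range 33 to 80) and 122 lost genes (range 93 to 155).

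The 3 named genes gained in siAGO2 each carried a short peak. CG18765 (FBgn0042110, 3R, 11690386 to 11691799) had peaks of 262 and 184 bp that lay wholly in exon sequence, at ranks 3959 of 4089 and 4793 of 5381 by significance. CG18557 (FBgn0031470, 2L, 2844601 to 2845734) had peaks of 195 and 147 bp near its TSS, at ranks 3094 and 4006. Ugt302K1 (FBgn0040251, 3R, 11151026 to 11153849) had peaks of 223 and 271 bp over its TSS, at ranks 1963 and 2559. The remaining gained gene was CG4793 (2L, 15923395 to 15926287). In each of the 4 genes, the peaks of both libraries overlapped. Among lost genes, RpL38 (FBgn0040007, 2R, 4515388 to 4516458) was covered over 100% and 69.5% of its body in mock and had no peak in any of the 4 knockdown libraries. CG15202 (FBgn0030271, X, 11142541 to 11143755) was covered over 61.5% and 100% in mock. GstT1 (FBgn0050000, 2R, 9605988 to 9607184) was covered over 100% and 17.5% in mock. The mock peaks at RpL38 were weak in their lists, at ranks 5350 of 5965 and 5286 of 5601. Those at GstT1 were weak as well, at ranks 5192 and 5230. The cover of 100% at GstT1 came from a peak of 2852 bp that reached past the gene on both sides. The mock peaks at CG15202 had ranks 3524 and 4285.

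Between dsLaminB and mock, 6 genes were gained and 2094 were lost, the latter being 31.1% of the genes with a peak in both mock libraries. The other 2 splits of these libraries gave sums of 10 and 28 genes, against 2100 for the real one. Randomised tables gave a median of 0 gained genes (range 0 to 1) and 1909 lost genes (range 1879 to 1944). Without dsLaminB replicate 2, 3941 genes counted as lost. Gained genes numbered 63 without dsLaminB replicate 1, 37 without dsLaminB replicate 2 and 13 without mock replicate 1. With lists of equal length, 82 genes were gained and 305 lost, a sum of 387 against 96 and 102 in the other splits. Randomised in the same way, these lists gave medians of 28 gained (range 15 to 44) and 197 lost genes (range 166 to 232).

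The named gained genes were long and had weak peaks at different places in the dsLaminB replicates. In CG32683 (FBgn0052683, X, 10410391 to 10454895), the peaks were 9289 bp apart, at ranks 2526 of 2531 and 3955 of 4124. In ds (FBgn0284247, 2L, 640013 to 714983), they were 27684 bp apart, and both lay in introns. In Ance-3 (FBgn0032536, 2L, 13914725 to 13956188), they were 5431 bp apart. The others were Pzl, lncRNA:CR44412 and 28SrRNA-Psi:CR45862. In 2 of the 6 gained genes, lncRNA:CR44412 and 28SrRNA-Psi:CR45862, the peaks of both libraries overlapped. Among lost genes, Prosalpha7 (FBgn0023175, 2R, 9846636 to 9847836) was covered over 100% and 94.8% of its body in mock. CG3939 (FBgn0040396, X, 3175018 to 3176223) was covered over 90.6% and 88.6% in mock. RpL38 was again the remaining named gene.

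The knockdowns were then compared with each other. No gene was gained in both (0 genes, Fisher's exact test over the 10872 genes without a peak in either mock library, two-sided p = 1), but with lists of 4 and 6 genes hardly any other outcome was possible. With lists of equal length, 24 genes were gained in both. Randomised tables of these lists, made after the count had been seen, gave a median of 8 (range 1 to 18), again with shared mock libraries and ranges that are too narrow. With whole lists, 471 genes were lost in both, which is 93.3% of the genes lost in siAGO2. Because both comparisons use the same mock libraries, such an overlap arises without any effect, and randomised tables gave a median of 408 genes (range 377 to 432). Peaks were present on 560 genes in both siAGO2 libraries and neither dsLaminB library, and on 9 genes in the opposite case. Randomised tables gave medians of 535 (range 503 to 567) and 1 (range 0 to 6). The other 2 splits of these 4 libraries gave sums of 316 and 41 genes, against 569 for the real one. Without dsLaminB replicate 2, the count of 560 became 2059, and without siAGO2 replicate 1, 1787. The count of 9 became 115 without dsLaminB replicate 1, 42 without dsLaminB replicate 2 and 36 without siAGO2 replicate 2. With lists of equal length, the counts were 128 and 41, and their sum of 169 lay between the 171 and 145 of the other splits. Medians in randomised tables were 138 (range 111 to 165) and 43 (range 27 to 68).

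The loci discussed in the study had peaks in nearly all libraries. Socs36E (FBgn0041184, 2L, 18138675 to 18152417, minus strand) had a peak over its TSS and another peak across the boundary of exon 2 and the following intron in all 6 libraries. Peaks covered 8.63% and 6.44% of its body in mock, 4.37% and 14.7% in siAGO2, and 3.65% and 3.65% in dsLaminB. The higher siAGO2 value came from a peak of 1678 bp in replicate 2 (2L, 18140486 to 18142163) that reached from exon 2 into exon 3, where the other 5 libraries had peaks of 206 to 523 bp. Replicate 1 of siAGO2 was below both mock libraries, and the difference of 1.98 percentage points between siAGO2 and mock was smaller than the pooled SD (5.26, exact permutation p = 1). Both dsLaminB values were below both mock values, a difference of −3.89 points (pooled SD 1.10, exact permutation p = 0.333). Traf4 (FBgn0026319, 2L, 4361925 to 4380716), cv-2 (FBgn0000395, 2R, 21355015 to 21379464), betaTub60D (FBgn0288686, 2R, 24305881 to 24313099) and vri (FBgn0016076, 2L, 5288944 to 5311223) also had a peak within 500 bp of a TSS in all 6 libraries. At Abd-B (FBgn0000015, 3R, 16927212 to 16972236), a peak was called in 5 libraries and was missing from siAGO2 replicate 1. The Abd-B peaks were weak, with a −log10 q between 2.14 and 8.16.

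**Figure D4:**
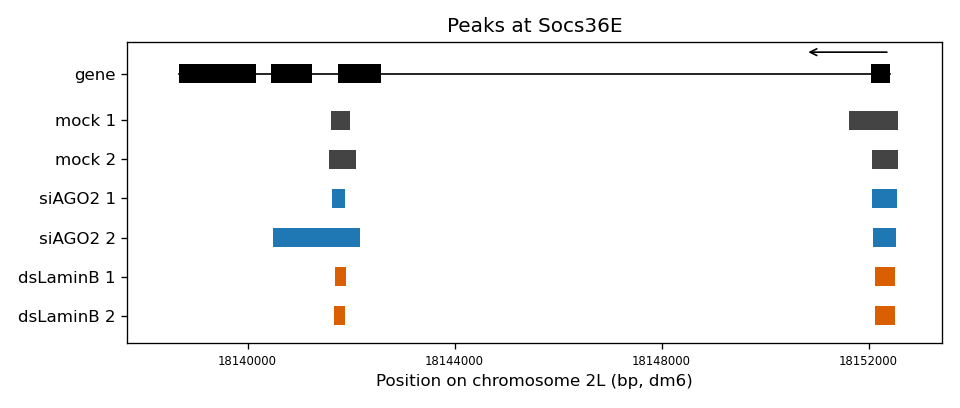
Map of Socs36E on chromosome 2L (position in bp, dm6), with exons as black boxes, the arrow marking the TSS and direction of transcription, and coloured bars for the peaks of each library. All 6 libraries have a peak over the TSS and a peak at exon 2, the latter being 1678 bp wide in siAGO2 replicate 2.

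Peak heights were not compared between treatments, but 3 peaks stood apart within the list of dsLaminB replicate 1. The fold enrichment, the authors' value, was 46.9 for the peak over the 3′ part of w (X, 2789787 to 2793347), and 32.3 for a separate peak over the 5′ part (X, 2795877 to 2796874). A peak in su(Hw) (3R, 14304715 to 14305511) had a fold enrichment of 44.7. The next highest value in that list was 17.8. The peak over the 3′ part of w was also in the lists of mock replicate 1, siAGO2 replicate 2 and dsLaminB replicate 2, within the top 24.3%, 28.5% and 17.7% by fold enrichment. In mock replicate 2, a peak of 572 bp there had a fold enrichment of 1.92 and was the last of 5601, and siAGO2 replicate 1 had none.

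**Figure D5:**
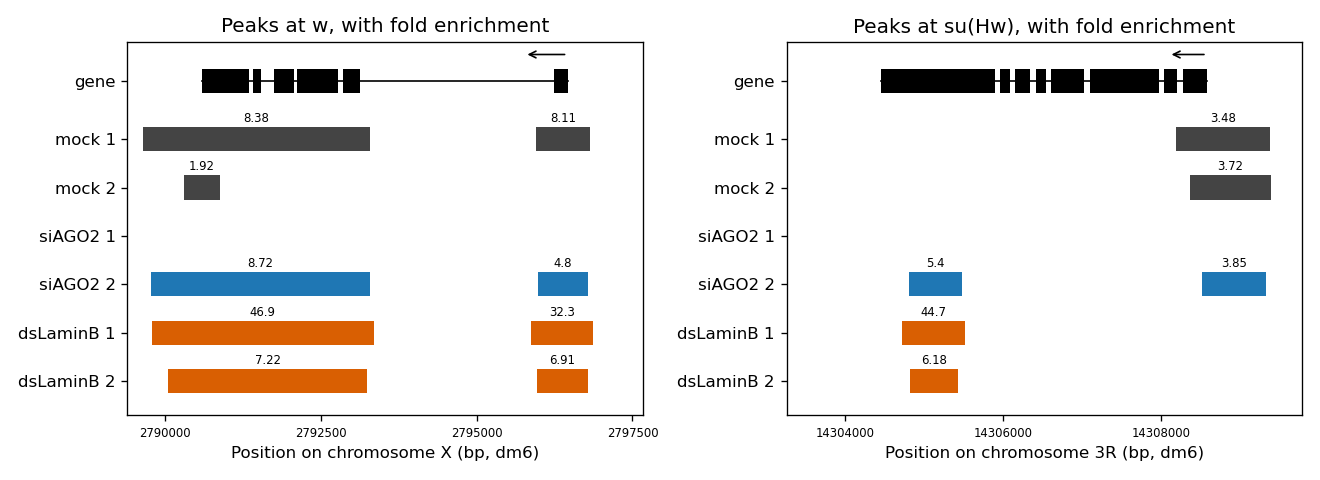
Maps of w (chromosome X, left) and su(Hw) (chromosome 3R, right), with position in bp (dm6), exons as black boxes, the arrow marking the TSS and direction of transcription, bars for the peaks of each library, and the authors' fold enrichment above each bar. In dsLaminB replicate 1 the values are 46.9 and 32.3 at w and 44.7 at su(Hw), and at w no library has a peak in most of the first intron.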

Values the study reported

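For the AGO2 knockdown, the study counted 9 genes with more hypophosphorylated Pol II among 744 genes whose nascent transcription rose (odds ratio 26). For the LaminB knockdown, the corresponding count was 352 among 1452 genes (odds ratio 6.7).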

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

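The tests of extra DNA copies of w and of a LaminB effect on w were chosen after the peaks had been seen, and the tests of repeats and of exon content at su(Hw) before their outcome was seen. In dsLaminB replicate 1, 3 peaks stood far above the rest of the list, in a quantity (peak height) that the comparisons between treatments do not use. The fold enrichment was 46.9 at the 3′ part of w (X, 2789787 to 2793347), 44.7 in su(Hw) (3R, 14304715 to 14305511) and 32.3 at the 5′ part of w (X, 2795877 to 2796874), ranks 1, 2 and 3 of 2531. The highest value elsewhere in the list was 17.8. Folds of different lists are not on a common scale, but place within a list can be compared. The same pair of peaks at w was in mock replicate 1 (fold 8.38 and 8.11), siAGO2 replicate 2 (8.72 and 4.80) and dsLaminB replicate 2 (7.22 and 6.91). Mock replicate 2 had a single peak of 572 bp there (1.92), the lowest fold in its list, and siAGO2 replicate 1 had none.

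The gene w (X, 2790599 to 2796466, minus strand) lies within the larger gene kirre. The 3′ peak spans exons 2 to 6 of w and continues 812 bp past its end, and the 5′ peak spans exon 1 and the TSS. Between them, 2529 bp of the first intron (3108 bp) carried no peak. Repeats that hide reads are argued against as the reason for this gap, since only 19.5% of it is soft-masked in the reference, against 21.3% of the X chromosome and 12.2% and 16.2% of the sequence under the 3′ and 5′ peaks. The gap is thus more masked than its flanks, but most of it is not masked. Extra DNA copies of w that lack most of the first intron stay open as a hypothesis. The gap was drawn from the peaks of dsLaminB replicate 1, so its emptiness there holds by definition. In the other libraries with both peaks, the share of the first intron covered was 14.0% (mock replicate 1), 13.4% (siAGO2 replicate 2) and 12.1% (dsLaminB replicate 2). These low shares do not decide between extra copies and peaks at the ends of the gene itself. Marker versions of w without most of this intron are carried by many Drosophila transformation vectors, so DNA from such a vector, or from cells or flies carrying one, is a candidate source. Peaks were called against an input library, so this explanation needs more of that DNA in the immunoprecipitated library than in its input, and the inputs were not analysed here. An effect of the LaminB knockdown on w stays open as well. The 3′ peak was in the top 24.3% of the list in mock replicate 1 and the top 17.7% in dsLaminB replicate 2, so both dsLaminB libraries placed it higher than either mock library did. In siAGO2 replicate 2 it was in the top 28.5%. Such an effect would still leave the distance between the dsLaminB replicates unexplained, since replicate 1 placed the peak at the very top.

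The peak in su(Hw) (gene 3R, 14304455 to 14308589, minus strand) lies 3078 bp downstream of the TSS in the last exon, and 100% of it is exon sequence. The peak lies within a single exon of 1444 bp and crosses no exon junction, and 0 bp of the other su(Hw) exons were under a peak in this list. Of the 2531 peaks in this list, 506 (20.0%) lay wholly in exons, and 41 (26.6%) of the 154 peaks farther than 500 bp from any TSS did. A peak at this place was also called in siAGO2 replicate 2 (fold 5.40) and dsLaminB replicate 2 (6.18), and in neither mock library nor siAGO2 replicate 1. At the TSS of su(Hw), by contrast, both mock libraries (3.48 and 3.72) and siAGO2 replicate 2 (3.85) had a peak, and siAGO2 replicate 1 and both dsLaminB libraries had none. Its exon content therefore does not set a cDNA or exon segment of su(Hw) in extra copies apart from an ordinary peak in that exon, and no other exon carried the peak that a copy of the whole cDNA would add. A segment of the last exon in extra copies stays open, with the same need for an excess over input as at w. A LaminB effect on su(Hw) itself was not tested and stays open.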

How the results depend on the processing

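Of 161 alternatives computed, 117 left a result within its spread (or, for a count, within 1.5 times), and 44 moved it further. For differences from mock, leaving out 1 of 2 libraries cannot move a value by more than the pooled SD. The replicate block cannot move such a difference at all. These alternatives fall among the 117 by construction, including −402 peaks in siAGO2 without replicate 1 against −1048, so the tally does not measure stability. No difference could be called in any setting by the permutation tests used. With this number of libraries their smallest p was 0.333, 0.5 with replicate blocks and 0.0667 for the Jaccard index. The limit is that of these tests, so none of this speaks to significance. Differences from mock in peaks, covered length and genes with a peak stayed negative in all their alternatives, while the promoter share changed sign in 4. These were lists of equal length, −0.119 points in siAGO2 and −1.80 in dsLaminB, and in dsLaminB the lists without mock replicate 1 (−0.615) or without dsLaminB replicate 1 (−0.463). The difference in Jaccard index stayed positive in its alternatives, from 0.050 (share of peaks overlapped by at least 1 bp, SD 0.0862) and 0.0752 (at least 50% of their length overlapped) up to 0.146 (−log10 q of at least 5, SD 0.143), each again the largest of the 15 pairings. It was slightly above the SD there and with lists of equal length (0.0873, SD 0.0871).

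Taking the same number of top-ranked peaks from each library moved most results, which by construction removes the difference in list length. The difference in genes was then −192.5 in siAGO2 and −465 in dsLaminB, and in covered length −1.04 Mb in dsLaminB. Genes gained were 71 and 82 in siAGO2 and dsLaminB, genes lost 142 and 305, genes gained in both 24, genes in siAGO2 and not dsLaminB 128, and the opposite 41. With peaks of −log10 q of at least 5, genes gained were 1 and 2, genes lost in siAGO2 909, and genes in dsLaminB and not siAGO2 2. With peaks over at least 50% of the gene body, the difference in genes was −296 and −556, genes gained 0 and 0, genes lost 125 and 338, and genes in one knockdown only 23 (siAGO2) and 0 (dsLaminB); fewer genes could pass this filter. With a peak within 500 bp of the TSS, 2 genes were gained in dsLaminB and 2 were in dsLaminB only. With protein-coding genes, 5 were in dsLaminB only. In bins of 1000 bp, 0 bins were gained in siAGO2 and 2 in dsLaminB, 273 were in siAGO2 only and 2 in dsLaminB only. For settings other than equal lists and a minimum cover, the cause was not tested.

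Leaving out each replicate in turn loosens the demand for agreement, so most counts rose. Genes gained stayed at 4 in siAGO2 and 6 in dsLaminB without mock replicate 2, and genes gained in both stayed at 0 throughout. Genes gained ranged from 4 to 101 in siAGO2 and 6 to 63 in dsLaminB. Genes lost ranged from 577 to 1846 in siAGO2 and 2145 to 3941 in dsLaminB. Genes in siAGO2 and not dsLaminB ranged from 589 to 2059, and the opposite from 11 to 115. The difference in promoter share ranged from 0.186 (without siAGO2 replicate 1) to 2.79 points (without replicate 2) in siAGO2, and from −0.615 to 1.14 in dsLaminB.

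Treating the replicate number as a block left the mean differences as they were, −1048 and −2455.5 peaks, with an exact sign-flip p = 0.5, the smallest possible for 2 pairs, and changed no call. The sample titles do not say whether the replicate numbers pair the libraries. Across 18277 genes, the correlation of the replicate differences in calls was −0.0452 for mock and siAGO2. It was 0.0247 for mock and dsLaminB, and 0.0729 for siAGO2 and dsLaminB. These values gave no sign of pairing, but calls of presence or absence cannot exclude it. Genes are not independent replicates. The unknown depth limits every count of lost genes, because a missing peak can be a peak under the threshold.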

Other observations

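The tests of read depth were chosen after the list lengths had been seen, and the tests of weak peaks and of centromere-proximal peaks before their outcome was seen. All 4 knockdown lists were shorter than both mock lists. The 1st percentile of the background solved from the deposited fold and p was 3.05 and 2.75 in mock, 2.43 and 1.63 in siAGO2, and 1.83 and 2.52 in dsLaminB, in units of pileup at peak calling. The highest knockdown value, 2.52, was under the lower mock value. The median of the same background did not separate the treatments, at 5.72 and 5.25 in mock, 5.14 and 2.70 in siAGO2, and 3.59 and 5.34 in dsLaminB, where replicate 2 was above mock replicate 2. Lower read depth at peak calling therefore stays open as a reason for the shorter lists, because these measures part and the reads were not analysed here. MACS2 scales the immunoprecipitated and input libraries to each other, so neither measure is the depth of the immunoprecipitated library alone. Within siAGO2, the solved background, which is only approximate for broad peaks, did not go with the length of the lists. Replicate 2 had the lower background of the pair (1.63 against 2.43, median 2.70 against 5.14) and the longer list (5381 against 4089 peaks). The depth of the immunoprecipitated libraries themselves stays unknown there too. A difference in the efficiency of the immunoprecipitation or an effect of the knockdowns stays open, and neither was tested. The same holds for an effect of the transfected RNA itself, which mock cells did not receive.

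Genes lost in a knockdown were mainly genes with weak peaks in mock. Among genes with a peak in both mock libraries, ranked by the significance of their mock peaks, the median percentile was 9.24 for genes lost in siAGO2 against 52.9 for the others. For dsLaminB it was 19.3 against 63.4. This suggests that many losses may be weak mock peaks falling under the calling threshold, which any general drop in signal would produce. Among the 1677 genes with the most significant mock peaks there were 21 genes lost in siAGO2 (4.16% of the lost genes) and 69 lost in dsLaminB (3.30%). An effect of either knockdown on weakly occupied genes would look the same and stays open.

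In the 2 Mb next to the centromeres, dsLaminB replicate 1 had 2.09% of its peaks (53 of 2531, Wilson 95% interval 1.60% to 2.73%) and replicate 2 had 2.45% (101 of 4124, 2.02% to 2.97%). The shares were 1.78% and 1.57% in mock, and 1.49% and 1.43% in siAGO2. A higher share in both dsLaminB libraries is in line with an effect of the LaminB knockdown on centromere-proximal chromatin. The interval of dsLaminB replicate 1 overlaps those of both mock libraries (1.47% to 2.14% and 1.28% to 1.93%). That of dsLaminB replicate 2 overlaps the interval of mock replicate 1 and lies above that of mock replicate 2. Among peaks with a −log10 q of at least 5, the dsLaminB shares were 1.07% and 1.12%, below mock at 1.37% and 1.26% and close to siAGO2 at 1.10% and 1.12%, so a share below mock was not particular to dsLaminB. With the same number of top-ranked peaks from each library, they were 2.09% and 1.11% (28 peaks) in dsLaminB, 0.948% and 0.948% in mock, and 1.1% (29 peaks) and 0.909% in siAGO2. The list of dsLaminB replicate 1 is there its whole list, weak peaks included, and siAGO2 replicate 1 was above dsLaminB replicate 2. The higher share was thus not seen among peaks past a fixed significance, and a technical source of weak peaks remains as open as an effect of the knockdown.

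The values quoted from the study count genes that rose in nascent transcription and had more reads, whereas the counts here are of genes with a peak in both knockdown libraries and neither mock library. For siAGO2 the count here was 4 genes. That is lower than the value quoted from the study above. The direction depends on the setting, since the count was higher than the quoted value with lists of equal length (71 genes), without siAGO2 replicate 1 (101) and without mock replicate 1 (16). For dsLaminB the count here was 6 genes. That is lower than the value quoted from the study above. It stayed lower in all settings, with at most 82 genes (lists of equal length). The study describes substantial increases of hypophosphorylated Pol II after LaminB depletion, from a differential test of reads over peaks from pooled replicates. Here the dsLaminB lists mainly lost genes (2094 with whole lists), which is the opposite direction. Peak lists that are not scaled to depth cannot decide which direction holds. With whole lists, a gene that already has a peak in either mock library cannot be gained here, however many reads it gains. With lists of equal length, a mock peak ranked below the first 2531 is not counted, so a gene with such a peak can be gained. The same holds in other settings that leave out peaks or a mock library.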
